A study of Mus musculus with 9 samples. Its data were reported in "CST6 suppresses osteolytic bone disease in multiple myeloma by blocking osteoclast differentiation" (2022).

How the data were processed

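The series holds droplet-based single-cell RNA-Seq of bone marrow from 9 C57BL/KaLwRij mice, all aged 12 weeks per the labels. This strain accepts the 5TGM1 mouse myeloma line, which grows in the marrow and destroys bone. Per the labels, 2 samples belonged to the Control group, 3 to the PBS group and 3 to the CST6 group, while 1 sample carried no label for its agent and was left unassigned. The title of 1 sample labelled PBS follows the titles of the controls, and the study describes groups of equal size, so the labels of single samples are uncertain. PBS stands for the vehicle and CST6 for recombinant mouse cystatin M/E, an inhibitor of lysosomal cysteine proteases. In the study, mice of the PBS and CST6 groups had been injected with 5TGM1 cells, while controls had not. Per the study's methods, mononuclear cells were isolated from the marrow with Ficoll-Paque, and GFP-marked myeloma cells were removed by sorting before the libraries were made. The cells measured were therefore the mononuclear fraction of the surrounding marrow.

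The submitters' processing notes name Cell Ranger, Seurat 4 and the mm10 mouse genome. The study's methods describe removal of cells with too few or too many detected genes or a high mitochondrial share, integration of the samples by reciprocal principal component analysis, Louvain clustering, and a search for marker genes of each cluster. They name the MAST test for that search. The columns of the table are instead those of Seurat's receiver operating characteristic (ROC) test of markers. The listed scores are therefore of that kind, and whether MAST had a part in choosing the genes is not settled here. The treatment of doublets is not given in the sources used here.

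The analysis used 1 table, the authors' list of top marker genes, with 293 entries for 17 cell populations and 234 different genes. Each entry compares the cells of a population with all other cells, with all mice pooled. The deposited score of each gene is the area under the ROC curve (AUC), where 1 means that the gene's level alone separates the population from all other cells, and the authors' power is a second score. In all 293 entries the power equalled 2 × AUC − 1 within 1e-09. The authors' average difference is on the natural log scale and their fold change on the log2 scale, and the former equalled the latter times the natural log of 2 in all 293 entries within 1e-09. The table further gives the share of cells with a value above 0 inside the population and among all other cells, printed here as percentages. The sources used here do not say whether fold changes and shares were taken from UMI-based or from batch-integrated values, and this limits what a share of cells means. The lowest AUC was 0.801, no population had more than 20 genes, 11 populations had exactly 20, and within each of the 17 the genes stood in descending order of AUC. A gene that is missing for a population was therefore not among its top entries, and nothing is known of its level there.

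The table has 0 columns of values per sample or per group. The effects of the tumor and of CST6 were for this reason not analysed here. Depth per sample and number of cells are unknown from this table, so no counting interval is given, and the values of the table have no replicate error.

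Populations keep the authors' names, with punctuation made uniform. They were put into 5 lineages by name. Names with neutrophil formed the neutrophil lineage, names with monocyte or macrophage the monocyte-macrophage lineage, names of B, T or NK cells the lymphoid lineage and dendritic cells their own lineage. All other names were placed in the progenitor lineage. These rules, 23 gene lists, the tests and most alternatives were fixed before the data were examined. The lists with an expected lineage were primary granule, secondary granule, mature neutrophil, monocyte, macrophage, osteoclast differentiation, cystatin targets and cystatins, plasmacytoid dendritic, conventional dendritic and MHC class II, B cell, precursor B cell, T and NK cell, stem and progenitor, and basophil, eosinophil and mast. The lists without one were erythroid, megakaryocyte, plasma cell, stroma and endothelium, cell cycle, ribosomal protein and translation, mitochondrial transcript, interferon response, and immediate early and stress.

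The number of listed genes that a pair of populations shared was compared between pairs of one lineage and pairs of different lineages by a one-sided permutation test with 100000 resamples of the lineage names. Placement of each of the 14 lists with an expected lineage was tested by a one-sided Fisher's exact test against all different genes of the table, with Benjamini-Hochberg adjustment over the 14 lists and a threshold of 0.05. The share of other cells with a value was summarised as the median per population and compared between the 5 neutrophil and the 12 other populations by an exact two-sided permutation test over 6188 splits. Genes and populations are not independent samples, and each population is part of the other cells of every other one. The p-values therefore describe the table and not the spread between mice.

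Alternatives were the Jaccard index, the 10 genes of highest log2 fold change per population, a log2 fold change of at least 1, another lineage for the monocyte progenitors, each population left out, each gene kept only where its fold change was highest, lists without the genes the study names, means in place of medians, the difference of the shares, and genes listed once. Sharing without the genes the study names was added after the data had been examined. Sizes of the populations were also estimated after the data had been examined. For a gene listed more than once, the share over all cells has to be equal whichever population it is computed from, and least squares with the sizes between 0 and 1 and a sum of 1 gave the sizes. The error from rounding the shares to 3 decimals came from 300 simulated tables.

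The tests were tested on simulated data. Among 1000 tables with shuffled genes, the sharing test gave p of at most 0.05 in 2.2%, and the placement test called 0.026 lists per table on average. With shuffled shares, the test of the share among other cells gave p of at most 0.05 in 7.2% of 1000 tables, above its nominal level. In the simulations of the sizes, the largest mean error of a recovered size was 0.019 percentage points.

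The text names the 3 genes of highest log2 fold change per population, every listed gene of the osteoclast and cystatin lists, the markers taken from the study's methods, and up to 4 listed members of each other list. Some genes that this rule takes are not reported here. Genes named as shared by a pair of populations, and as exceptions of a list, were chosen after their values were seen. Coordinates are those of the GENCODE annotation of the same mouse genome build, where 226 of the 234 gene names matched 1 gene and 8 did not match. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.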

Results

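Mononuclear bone marrow cells of 9 mice were profiled by single-cell RNA-Seq after removal of the myeloma cells. By label, 2 samples were Control, 3 PBS and 3 CST6, and 1 sample had no label for its group. These numbers are uncertain, because the title of 1 sample labelled PBS follows the titles of the controls and the study describes groups of equal size; no result here depends on them. In the study, mice of the PBS and CST6 groups had received myeloma cells and controls had not. The table used here lists the top marker genes of 17 cell populations over all mice together. It answers which genes set each population apart from the other cells measured. The changes with tumor and with CST6 were not analysed here, and there were no replicate values from which an error of a single gene could be drawn. The authors' deposited table holds 293 entries with log2 fold changes from 1.26 to 7.33, a median of 2.06 and AUC values from 0.801 to 0.999.

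Neutrophils made up 5 of the 17 populations, and granule genes led most of their lists. In Mature Neutrophils I, the authors' deposited table is led by Ltf, which codes for the granule protein lactoferrin, with a log2 fold change of 2.19, followed by Ly6g, the surface antigen of mouse neutrophils, at 1.99 and Ifitm6 at 1.94. S100a8, a subunit of calprotectin, stood at 1.51 there and was above 0 in 100% of these cells and in 91.2% of all others in the authors' deposited table. Mature Neutrophils II had the 3 highest fold changes of the neutrophils, Retnlg at 5.22, the collagenase gene Mmp8 at 3.35 and the gelatinase gene Mmp9 at 3.35, and also listed the chemokine receptor gene Cxcr2 at 2.25 in the authors' deposited table. The lists of Immature Neutrophils I and II combined granule genes with genes of the cell cycle list. In the authors' deposited table, Immature Neutrophils I listed Fcnb (ficolin B) at 1.90, Camp (cathelicidin) at 1.84, the histone gene H3c3 at 1.80, Chil3 at 1.66, Mki67 at 1.54 and Top2a at 1.52. Immature Neutrophils II was led by the kinetochore gene Cenpf at 2.16, ahead of Camp at 1.68 and Hmmr at 1.53, according to values in the authors' deposited table. Fcnb reached 2.61 in Immature Neutrophils III, where the authors' deposited table also has Camp at 1.61 and the cell cycle phosphatase gene Cdc25a at 1.35. Camp was the gene listed for the most populations, 4, all of them neutrophils. Of the 12 secondary granule genes, 10 were listed and all 10 in neutrophils (100% against 20.1% of the 224 other genes; one-sided Fisher's exact test, adjusted p = 1.22e-06). Of the 16 mature neutrophil genes, 10 were listed, 8 of them in neutrophils (80% against 21.0%; adjusted p = 0.000368, Fisher's exact test). The exceptions were Ccl6, listed for Macrophages, and Srgn, which had a log2 fold change of 2.15 in Myeloid prog in the authors' deposited table. Mature Neutrophils I listed 6 secondary granule and 3 mature neutrophil genes, while Mature Neutrophils II listed 1 and 5.

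**Figure D1:**
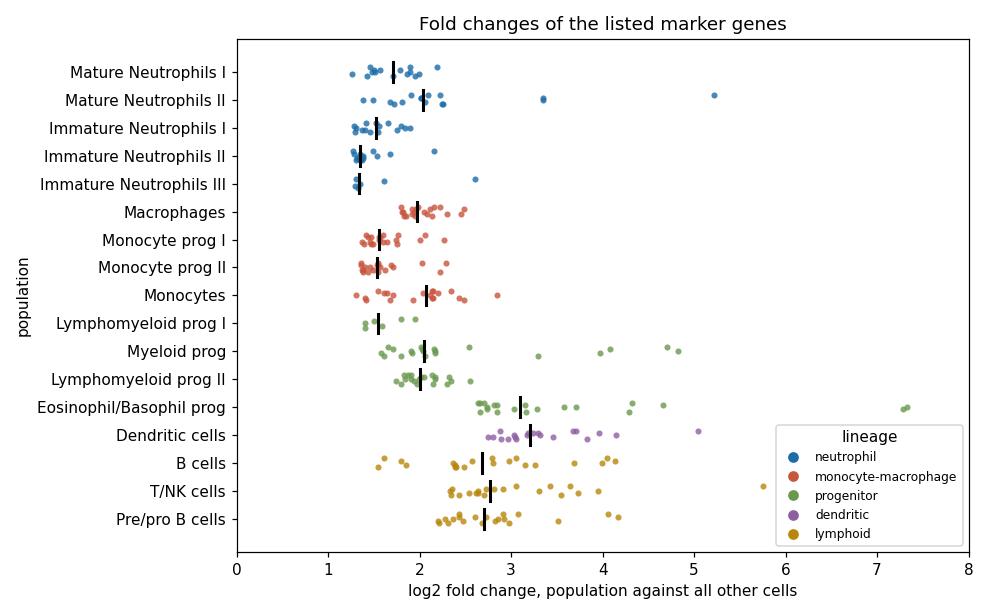
Log2 fold change of each listed marker gene (x axis) for the 17 populations (y axis), each population against all other cells in the authors' deposited table. Each point is a gene, the colour gives the lineage and the black line the median; the highest point, 7.33, is Prss34 in Eosinophil/Basophil prog, and the neutrophil populations other than Mature Neutrophils II reach at most 2.61.

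By name, 4 populations belonged to monocytes and macrophages, from which osteoclasts arise. The population named Macrophages was led by Fn1 (fibronectin) at 2.48, Wfdc17 at 2.45 and the chemokine gene Ccl2 at 2.30 in the authors' deposited table. Further down in the authors' deposited table, it held Ccl9 at 2.22, the cathepsin gene Ctss at 2.16 and the coagulation factor gene F13a1 at 2.14. Monocytes shared 4 of their 20 genes with Macrophages and were led by others in the authors' deposited table, with Gngt2 at 2.84, Ifi204 at 2.48, the orphan nuclear receptor gene Nr4a1 at 2.43 and Ace, the angiotensin-converting enzyme gene, at 2.14. Monocyte prog I combined Fn1 at 2.27, F13a1 at 2.06 and the integrin gene Itga1 at 1.56 with the histone gene H1f5 at 2.00, Top2a at 1.75 and Tubb5 at 1.60 in the authors' deposited table. Monocyte prog II instead listed the primary granule genes Prtn3 at 2.28, Mpo at 2.23 and Ctsg at 2.03, next to the chaperone gene Hsp90ab1 at 1.68, in the authors' deposited table. Of the monocyte list it held only F13a1, at 1.38, against 4 genes of the primary granule list, which was expected in progenitors. Its place in this lineage thus rests on its name. All 7 listed genes of the 13 in the monocyte list stood in this lineage (100% against 27.8% of 227 other genes; adjusted p = 0.000368, one-sided Fisher's exact test), 7 of them for Macrophages and 2 for Monocytes. The macrophage list had 4 of 22 genes listed, again all in this lineage (adjusted p = 0.00959, Fisher's exact test), with 1 for Macrophages and 3 for Monocytes, of which Nr4a1 was also listed for Lymphomyeloid prog II.

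Because CST6 inhibits lysosomal cysteine proteases and the study asks how it limits osteoclasts, genes of both kinds were followed through all populations. Of 45 osteoclast differentiation genes, 4 were listed. The authors' deposited table gives Csf1r, the receptor of macrophage colony-stimulating factor, a log2 fold change of 2.20 in Monocytes, with values above 0 in 90.6% of these and 69.8% of all other cells. Fcgr4, an activating Fc receptor gene, stood at 2.15 in Monocytes, Mmp9 at 3.35 in Mature Neutrophils II and Car2, the carbonic anhydrase gene that osteoclasts use to make acid, at 2.30 in Lymphomyeloid prog II in the authors' deposited table. Of 20 genes on the list of cystatin targets and cystatins, called the cathepsin and cystatin list below, 5 were listed. That list does not hold Ctsg, which was listed for 3 populations. Ctss had 2.16 in Macrophages and 2.14 in Monocytes, and Monocytes also held Cst3 (cystatin C) at 1.64 and Ctsb at 1.55 in the authors' deposited table. Ctsl was listed for Dendritic cells alone at 3.24, with values above 0 in 94.5% of these cells and 46.2% of all others, and Cst7 for Myeloid prog at 1.80 in the authors' deposited table. The share of listed genes inside the monocyte-macrophage lineage was 50% for the osteoclast list (adjusted p = 0.346) and 60% for the cathepsin and cystatin list (adjusted p = 0.172), and neither passed the one-sided Fisher's exact test against the other genes. With the monocyte progenitors counted as progenitors, the cathepsin and cystatin list passed, at 45.6 percentage points above the other genes (Fisher's exact test, adjusted p = 0.0291) against 30.7 points before. None of its genes was listed for a monocyte progenitor population, so its own share stayed at 60% and only the share of the other genes fell. Over its alternatives the adjusted p by Fisher's exact test ran from 0.0291 to 0.477. In mm10, Csf1r lies on chromosome 18 from 61100598 to 61132149, Ctss on chromosome 3 from 95526786 to 95556403, Ctsb on chromosome 14 from 63122462 to 63145923, Ctsl on chromosome 13 from 64359337 to 64370890 and Cst3 on chromosome 2 from 148871722 to 148875692. Mmp9 lies on chromosome 2 from 164940780 to 164955850, Car2 on chromosome 3 from 14886273 to 14900770, Fcgr4 on chromosome 1 from 171018920 to 171029761 and Cst7 on chromosome 2 from 150570415 to 150578944. All 9 are annotated as protein-coding genes. The lists of top genes do not show the levels of these genes in other populations.

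Progenitor populations were marked by early granule, basophil and stem cell genes. Myeloid prog had the neutrophil elastase gene Elane at 4.83, the myeloperoxidase gene Mpo at 4.70, Prtn3 at 4.08 and Ctsg at 3.97 in the authors' deposited table, which also gives Cd63 a value of 1.90 there. All 5 primary granule genes were listed and all 5 in progenitors (100% against 23.1% of 229 other genes; adjusted p = 0.00115, one-sided Fisher's exact test), although 4 of them were shared with Monocyte prog II. Eosinophil/Basophil prog held the 2 highest fold changes of all, the protease genes Prss34 at 7.33 and Mcpt8 at 7.28, and further listed Cpa3 at 4.66, the transcription factor gene Gata2 at 4.32 and Fcer1a, the IgE receptor chain, at 4.28 in the authors' deposited table. The basophil, eosinophil and mast list had 5 of 15 genes listed, all 5 for this population (adjusted p = 0.00115, Fisher's exact test). Lymphomyeloid prog II listed Egr1 at 2.56, Ifitm1 at 2.34, Hlf, a transcription factor of stem cells, at 2.33 and Atp2b4 at 1.83 in the authors' deposited table. Lymphomyeloid prog I had only 6 genes, among them Irf8 at 1.95, Lgals1 at 1.80, Cbfa2t3 at 1.58, Flt3 at 1.50 and Bst2 at 1.40 in the authors' deposited table. Of 16 stem and progenitor genes, 10 were listed and 9 of them in progenitors (90% against 21.9%; adjusted p = 6.04e-05, Fisher's exact test). In that list the authors' deposited table has Sox4 at up to 2.92, in Pre/pro B cells, and Cdk6 at up to 2.74, in Eosinophil/Basophil prog, while the exception Ly6a stood at 3.71 in Dendritic cells.

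Dendritic cells carried genes of the plasmacytoid type, the interferon-producing kind. Siglech stood at 5.04, Tcf4 at 4.15, Bst2 at 3.96 and Ccr9 at 3.83 in the authors' deposited table, and Siglech was above 0 in 99.9% of these cells and in 37.6% of all others. Of 12 plasmacytoid genes, 9 were listed and 8 of them here (88.9% against 5.33% of 225 other genes; adjusted p = 7.66e-08, one-sided Fisher's exact test), with Ptprs, listed for Eosinophil/Basophil prog, as the exception. Of the 8, Bst2 was also listed for Lymphomyeloid prog I and Ly6d for B cells. The list of conventional dendritic and MHC class II genes had 3 of 12 genes listed, all 3 here (adjusted p = 0.000946, Fisher's exact test), namely Cd74 at 3.18, H2-Ab1 at 3.04 and H2-Aa at 3.03 in the authors' deposited table. All 3 belong to the MHC class II pathway. Among the lymphoid populations, B cells listed Cd79b, a chain of the B cell receptor, at 4.13, Ighm at 4.05, Ebf1 at 4.00 and Fcmr at 2.57, and Pre/pro B cells listed Vpreb3 at 4.16, Ebf1 at 4.05, Chchd10 at 3.51, Bach2 at 3.07 and Pax5 at 2.43 in the authors' deposited table. For T/NK cells, the authors' deposited table gives the chemokine gene Ccl5 at 5.75, the interleukin receptor gene Il2rb at 3.95, Ms4a4b at 3.73, Trbc2 at 3.64 and Cd3e at 2.92. Every listed gene of the B cell list (3 of 14; adjusted p = 0.0130), the precursor B cell list (6 of 13; adjusted p = 0.000301) and the T and NK cell list (10 of 21; adjusted p = 1.22e-06) stood in a lymphoid population by the one-sided Fisher's exact test. Nkg7 of the T and NK cell list was also listed for Myeloid prog. Of the 6 listed precursor B cell genes, 4 were also listed for B cells. These were Ebf1, Vpreb3 at 3.69, Pax5 at 3.26 and Bach2 at 2.98 in the authors' deposited table, so most of that list did not separate B cells from Pre/pro B cells. Akap12 at 2.86 and Igll1 at 2.68 were listed for Pre/pro B cells only in the authors' deposited table, and their levels in B cells are not shown. Without the genes the study names, the B cell list was down to 1 listed gene, Fcmr, and no longer passed (Fisher's exact test, adjusted p = 0.234), while its difference from the other genes stayed at 77.0 percentage points against 78.4. Over its other alternatives the adjusted p by Fisher's exact test ran from 0.0130 to 0.0366.

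Across the 14 lists, 12 passed the placement test. The clusters had been named by the authors from such genes, so these counts are not independent evidence that the names are right. Of 34 pairs of a population and a marker taken from the study's methods, 30 were listed. A further marker, for Immature Neutrophils II, is printed there as Cenbf and was not counted, while the misspelled name of Retnlg was read as that gene. Cenbf is probably Cenpf, the gene that leads the list of Immature Neutrophils II. Cenpf was therefore also kept in the alternatives without the genes the study names. The 4 missing ones were Adgre1 for Macrophages, Gzmb for T/NK cells, and Ly6c2 and Ccl2 for Monocytes, of which Ccl2 was listed for Macrophages. That list was chosen on these samples.

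Lists with no expected lineage marked cell states and cells the gate could hold. No gene of the erythroid, plasma cell or stroma and endothelium lists was listed, which says only that none was a top marker of the 17 populations. Of 37 cell cycle genes, 13 were listed under the names which that list used. They stood in 4 populations, Immature Neutrophils I and II and Monocyte prog I and II, with Mcm3 the only one in the last of these. The list held older names of the histone genes H1f5, H2ax and H2ac8, which were listed but not matched, so 13 is too low. H1f5 also stood in Pre/pro B cells, at 2.27 in the authors' deposited table. Ribosomal protein and translation genes appeared only for Monocyte prog II, where the authors' deposited table has Npm1 at 1.71, Rps2 at 1.49 and Ncl at 1.46 among 5 genes. Interferon response genes had 5 of 15 listed, for 4 populations, with Bst2 the highest and Ifi204 at 2.48, Ifi27l2a at 1.92 and Ifitm3 at 1.68 in the authors' deposited table. Immediate early and stress genes had 3 of 15 listed, Egr1 with up to 3.03 in Eosinophil/Basophil prog, Nr4a1 with up to 2.43 and Atf3 at 1.70 in Monocytes in the authors' deposited table.

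Populations of one lineage shared more listed genes than populations of different lineages. The mean was 1.76 shared genes over 25 pairs within a lineage and 0.225 over 111 pairs between lineages, a difference of 1.53 (one-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). Lineages follow the authors' population names, which were given from such markers, so part of this sharing is built in. The difference was 0.869 without the genes the study names (permutation p = 0.00013) and 0.790 with the 10 genes of highest log2 fold change per population (permutation p = 0.0002). B cells and Pre/pro B cells shared the most, 7 genes, among them Ebf1, Pax5, Vpreb3, Ighm and Cd79b. Macrophages and Monocyte prog I shared 5, including Fn1, F13a1 and Ms4a6c, and Macrophages and Monocytes shared 4, Ctss, Ifi27l2a, Ms4a4c and Ms4a6c. Between lineages, 16 of the 111 pairs shared any gene. Immature Neutrophils I and Monocyte prog I shared 5, namely H1f4, H1f5, Kif11, Mki67 and Top2a, all of them histone or cell cycle genes. Monocyte prog II and Myeloid prog shared Ctsg, Elane, Mpo and Prtn3, and Dendritic cells shared Bst2, Ccnd1 and Irf8 with Lymphomyeloid prog I.

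**Figure D2:**
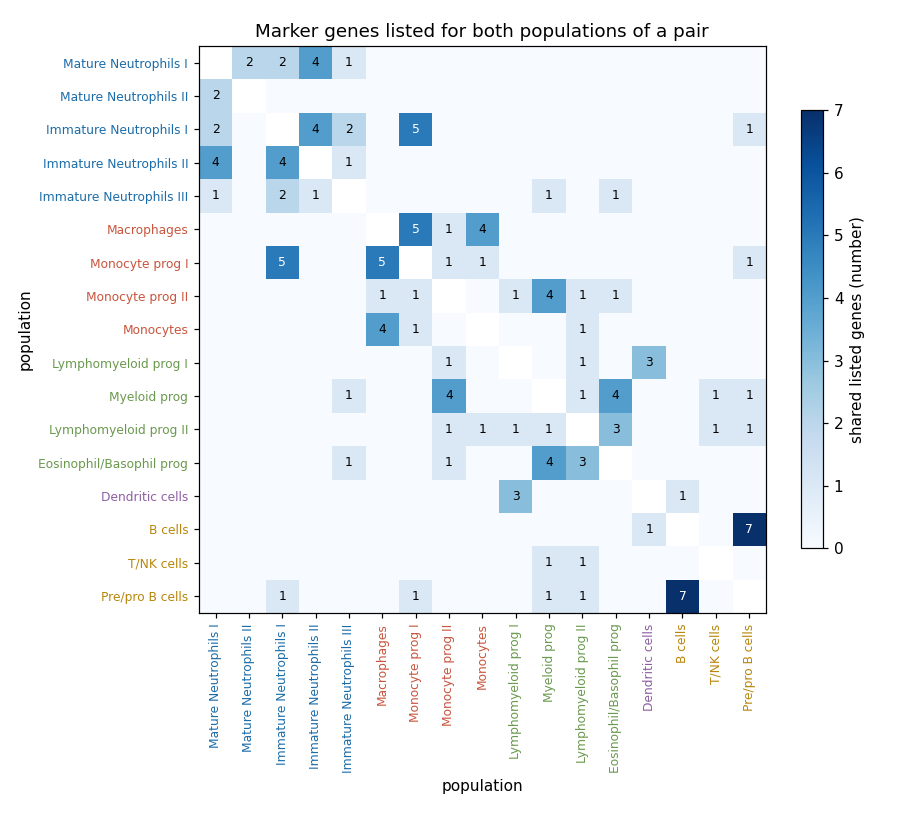
Number of marker genes listed for both populations of each pair, with the 17 populations on both axes and their names coloured by lineage. Darker squares mean more shared genes, empty squares none; the highest count off the diagonal is 7, for B cells with Pre/pro B cells, and the 5 shared by Immature Neutrophils I and Monocyte prog I lie outside the lineage blocks.

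Marker genes of neutrophils were also seen in more of the remaining cells. The median share of other cells with a value above 0, averaged over populations, was 73.5% for the 5 neutrophil populations and 61.7% for the 12 others in the authors' deposited table, a difference of 11.9 percentage points (exact two-sided permutation test, p = 0.0197). The other cells of a neutrophil population include the remaining 4 neutrophil populations, and the test passed its threshold somewhat too often on shuffled shares. The extremes in the authors' deposited table were S100a9, above 0 in 95.4% of the cells outside Immature Neutrophils II, and Cd3e, above 0 in 20.5% of the cells outside T/NK cells. The medians of single populations overlapped, from 63.4% for Mature Neutrophils II to 79.0% for Immature Neutrophils II among neutrophils, and from 47.1% for T/NK cells to 73.0% for Monocyte prog II among the others in the authors' deposited table. The monocyte-macrophage populations lay close to the neutrophils, from 68.05% for Macrophages to 73.0% for Monocyte prog II. A high share was therefore not particular to neutrophils.

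**Figure D3:**
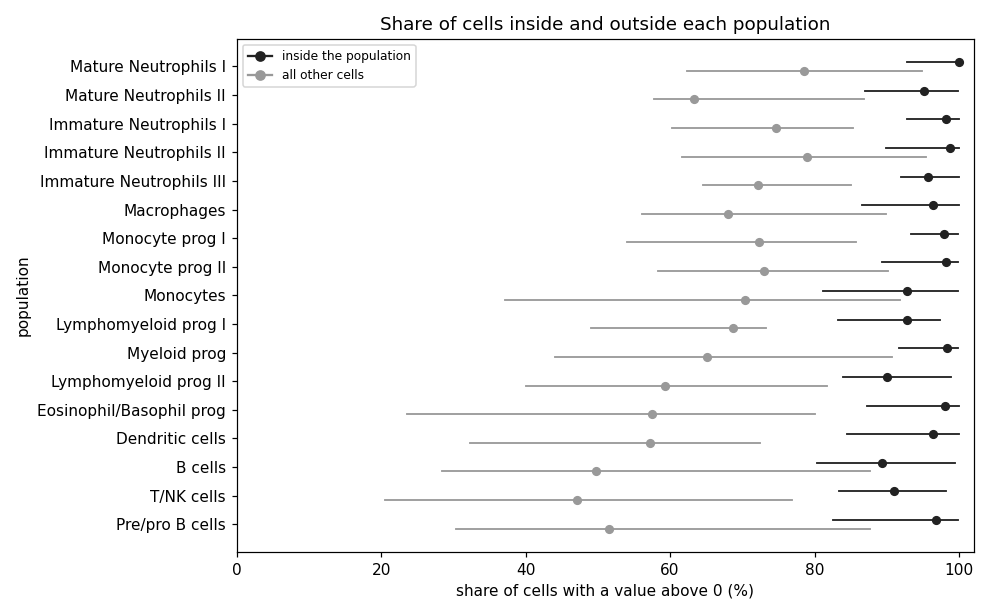
Share of cells with a value above 0 for the listed genes of each population (x axis, percent; y axis, the 17 populations), inside the population in black and among all other cells in grey, from the authors' deposited table. Points are medians and lines run from the lowest to the highest gene; no gene falls below 80.3% inside its population or below 20.5% outside it.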

Values the study reported

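The study reported 17 cell populations in the bone marrow of these mice. Within the macrophages it described 8 subclusters.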

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

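The alternatives for the sizes of the populations, and sharing without the genes the study names, were chosen after the data had been examined; all others were chosen before. Sharing within lineages kept its direction and its side of the threshold under all of its alternatives, with a difference from 1.29 to 1.75 genes when each of the 17 populations was left out (largest permutation p = 6e-05) and of 0.790 with the 10 genes of highest log2 fold change (permutation p = 0.0002), and of 0.869 without the genes the study names. The minimum log2 fold change of 1 removed 0 of the 293 entries and so tested nothing. Of 14 lists, 11 to 13 passed the placement test under its alternatives, except that 11 of 13 passed with the 10 genes of highest log2 fold change, where the list of conventional dendritic and MHC class II genes had no gene left to test. The B cell list no longer passed without the genes the study names (Fisher's exact test, adjusted p = 0.234), where 1 listed gene was left and the difference stayed at 77.0 percentage points against 78.4. The cathepsin and cystatin list passed with the monocyte progenitors counted as progenitors (Fisher's exact test, adjusted p = 0.0291), where only the share of the other genes had changed. The higher share of other cells for neutrophil genes kept its direction and call in each of its alternatives, with p from 0.00937 to 0.0343 by the exact permutation test. The estimated share of neutrophils moved from 45.8% to 46.6%, and that of Macrophages from 11.1% to 11.3%, when the sum of all sizes was left free; without 1 of the shared genes the Macrophages reached 11.2%, and these moves exceed the rounding error of the estimate with a fixed sum. With a free sum, the rounding error of the neutrophil share was itself 1.22 percentage points (SD of simulated tables). With the monocyte progenitors counted as progenitors, the monocyte-macrophage share moved from 29.8% to 13.4% and the progenitor share from 9.53% to 26.0%, since these 2 populations change lineage. No paired analysis was possible because the table holds no values per sample. The depth is unknown, and genes below the top entries of a population cannot be compared.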

Other observations

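The tests of the 3 patterns described here were chosen after the values of the table had been seen, except the check that all shares come from one pool of cells. No biological explanation from the design was tested, because the table does not separate the groups of mice.

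Genes of the mitochondrial transcript and megakaryocyte lists, which had no expected lineage, were each listed for 1 population. B cells listed the mitochondrial transcripts mt-Nd2 and mt-Nd1 at log2 fold changes of 1.80 and 1.61 in the authors' deposited table. Itga2b, known from megakaryocytes and early progenitors, stood at 2.65 in Eosinophil/Basophil prog, with values above 0 in 95.9% of its cells and 25.6% of all others in the authors' deposited table.

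The table gives no cell numbers, but genes listed for several populations carry them. With 50 such genes in 109 entries, a single set of sizes brought the overall shares of each gene together with a root mean square misfit of 0.000185 with the sum fixed at 1, within the bound of 0.001 set beforehand and close to the 0.000173 of simulated rounding, which is consistent with shares counted over one pool of cells. Left free, the sum came to 1.03, against a mean of 1.01 ± 0.042 (SD of 300 simulated tables) for a true sum of 1. With the sum fixed at 1, the estimate was 45.8% neutrophils with a rounding error of 0.37 percentage points (SD of simulated tables), 29.8% monocyte-macrophage lineage, of which the monocyte progenitors held 16.5% of all cells, 9.53% other progenitors, 8.32% lymphoid cells and 6.53% dendritic cells. The population named Macrophages held 11.1%, Monocytes 2.27% and Eosinophil/Basophil prog 0.633%. These are shares over all mice together and say nothing of any group. They describe the isolated mononuclear cells and not the whole marrow.

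Genes of lists tied to one lineage had values above 0 in many cells outside it. Over 38 entries of the plasmacytoid dendritic, B cell, precursor B cell, T and NK cell and basophil lists, the median share among other cells was 46.3%. Of these genes, Bst2, Ly6d and Nkg7 were also listed for a population outside the lineage. Other populations of the same lineage cannot be the whole cause, since even if all of their cells carried the gene, the median share outside the lineage would still be at least 42.9% with the estimated sizes. Free RNA in the droplets stays open: the 5 basophil, eosinophil and mast genes listed for the smallest population, at 0.633% of the cells, had a median share of 49.2% among other cells, but without UMI counts the amount of free RNA is unknown. Shares counted on batch-integrated values may also play a part. This explanation predicts no share outside under 10%, and 0 of the 38 entries had one. The prediction was written after the shares had been seen, and 0 of all 293 entries lay under 10%. Its outcome was therefore fixed and adds no support. The lowest share outside among these genes was 20.5%, for Cd3e, which leaves most of the cells outside T/NK cells without a value above 0. The table holds no UMI-based share to decide.

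The population named Macrophages listed 7 of 13 monocyte genes and 1 of 22 macrophage genes, and Adgre1, the F4/80 gene, was not among its top entries. A monocyte identity of most of these cells may be a candidate explanation. Fisher's exact test of these counts (p = 0.00166) restates the pattern that raised this explanation and adds no support to it. It stays open, because the table shows only top genes and does not tell which other genes were tested or how the list was truncated.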
